# Immature adipocyte‐derived exosomes inhibit expression of muscle differentiation markers

**DOI:** 10.1002/2211-5463.13100

**Published:** 2021-02-16

**Authors:** Koichi Ojima, Susumu Muroya, Hiromu Wada, Kotaro Ogawa, Mika Oe, Koichi Takimoto, Takanori Nishimura

**Keywords:** adipocyte, exosome, miRNA, muscular dystrophy, skeletal muscle

## Abstract

Exosomes are released from a variety of cells to communicate with recipient cells. Exosomes contain microRNAs (miRNAs), which are noncoding RNAs that suppress target genes. Our previous proteomic study (*FEBS Open Bio* 2016, **6**, 816–826) demonstrated that 3T3‐L1 adipocytes secrete exosome components as well as growth factors, inspiring us to investigate what type of miRNA is involved in adipocyte‐secreted exosomes and what functions they carry out in recipient cells. Here, we profiled miRNAs in 3T3‐L1 adipocyte‐secreted exosomes and revealed suppression of muscle differentiation by adipocyte‐derived exosomes. Through our microarray analysis, we detected over 300 exosomal miRNAs during adipocyte differentiation. Exosomal miRNAs present during adipocyte differentiation included not only pro‐adipogenic miRNAs but also miRNAs associated with muscular dystrophy. Gene ontology analysis predicted that the target genes of miRNAs are associated primarily with transcriptional regulation. To further investigate whether adipocyte‐secreted exosomes regulate the expression levels of genes involved in muscle differentiation, we treated cultured myoblasts with adipocyte‐derived exosome fractions. Intriguingly, the expression levels of myogenic regulatory factors, Myog and Myf6, and other muscle differentiation markers, myosin heavy‐chain 3 and insulin‐like growth factor 2, were significantly downregulated in myoblasts treated with adipocyte‐derived exosomes. Immature adipocyte‐derived exosomes exhibited a stronger suppressive effect than mature adipocyte‐derived exosomes. Our results suggest that adipocytes suppress the expression levels of muscle differentiation‐associated genes in myoblasts via adipocyte‐secreted exosomes containing miRNAs.

**Abbreviations**
D: differentiation day
GO: gene ontology
miRNA: microRNA

One of the main tissues that play a key role in the endocrine organs is adipose tissue. Adipocytes actively release a variety of factors including cytokines and growth factors, for example, leptin and adiponectin, which are referred to as adipokines [1]. Adipokines regulate the metabolic process in fat and other tissues since they have both proinflammatory and antiinflammatory activities. Like classical growth factors, most adipokines bind to their receptors on target cells to activate the intracellular signal transduction pathway in the target cells. Thus, adipocytes communicate with other types of cells as well as with other adipocytes through adipokine secretion and uptake.

Recently, exosomes have received considerable attention as cell–cell communication tools. Many types of cells release exosomes, which are tiny vesicles 30–200 nm in diameter that are found in blood, urine, and other body fluids [2, 3]. Importantly, exosomes contain proteins, lipids, mRNA, and microRNA (miRNA), which are generated in host cells [2]. miRNA is a single short RNA comprised of 21–25 nucleotides. Although miRNAs are coded in genes, they do not translate into proteins. Thus, miRNA is categorized as noncoding RNA. Functionally, miRNA binds to the 3′UTR region of its target mRNAs to destabilize and interfere with the translation of target mRNAs, leading to a reduction in the translational level of the target gene [4]. Transcriptional regulation via miRNA is found in a variety of biological activities such as cell proliferation, cell development, apoptosis, and metabolism [5, 6]. When released exosomes are incorporated into recipient cells, exosomes containing miRNA modulate the expression of their target genes in recipient cells [7, 8]. Therefore, in addition to the classical growth factors, exosomes are another important factor serving as a communication tool between cells.

Adipocytes are frequently deposited as visceral and subcutaneous adipose tissues, while ectopic adipocyte accumulation is found in the skeletal muscle tissues of muscular dystrophy patients [9, 10]. Muscular dystrophies are heterogeneous genetic diseases that cause progressive muscle weakness. The typical pathological muscle condition of muscular dystrophy includes progressive muscle degeneration, malfunction of muscle regeneration, progressive fibrosis, and the accumulation of adipocytes. In addition to disease, high intramuscular fat deposition is also observed in marbling cattle [11]. In both cases, adipocytes expand their cellular volume and increase their cell numbers between myofibers and the number of myofibers subsequently decreases. In the process of forming dystrophic muscle or marbling muscle, there must be intercellular communication between adipocytes and muscle cells. However, the mechanism by which two different types of cells communicate with each other is not yet fully understood.

In our search for factors that may function as cell‐to‐cell communication tools, we previously carried out a comprehensive analysis of secreted factors from 3T3‐L1 adipocytes [12]. This previous study revealed that differentiating 3T3‐L1 adipocytes release approximately 200 types of secreted peptides/proteins that contain extracellular matrix components, adipokines, etc. In addition to these peptides/proteins, we also found that typical exosomal component proteins were included in the list of 3T3‐L1‐secreted factors, which account for approximately 16% of all identified proteins. Furthermore, studies by other groups demonstrate that miRNAs are implicated in adipocyte differentiation [13, 14] and that exosomes are ideal vehicles for carrying miRNAs to modulate the translation of target genes in recipient cells [2]. These studies inspired us to hypothesize that adipocytes take advantage of exosomes to communicate and/or regulate their neighboring cells. In the present study, we carried out a comprehensive expression analysis of miRNA in differentiating adipocyte‐derived exosomes and evaluated the effect of that miRNA on cultured skeletal muscle cells. Our results demonstrate that cultured adipocytes actively release exosomes containing miRNAs to suppress or decelerate muscle cell differentiation.

## Materials and methods

### Exosome‐depleted sera

FBS (Biowest, Nuaillé, France) and horse serum (HS; Life Technologies Japan Ltd., Tokyo, Japan) were centrifuged at 15 000 ***g*** for 30 min to remove debris and further centrifuged at 110 000 ***g*** for 16 h to exclude intrinsic exosomes. Each serum was sterilized by passing it through 0.2‐μm filters (Sartorius, Göttingen, Germany). In this study, we used exosome‐depleted FBS and HS for cell culturing.

### Cell culturing

The 3T3‐L1 mouse adipocyte cell line was cultured as previously described in the literature with slight modification [12]. In brief, proliferating cells were kept on 90‐mm plastic dishes (Sumitomo Bakelite Co., Ltd., Tokyo, Japan) in growth medium [GM; 10% FBS in low‐glucose Dulbecco's modified Eagle's medium (DMEM); Life Technologies] for 3 days. To induce differentiation, the cells were cultured in adipocyte differentiation medium (DM)‐1 [10% FBS, 0.5 mm of 1‐methyl‐3‐isobutylxanthine (Nacalai Tesque Inc., Kyoto, Japan), 6.4 nm dexamethasone (Life Technologies), and 10 μg·mL^−1^ insulin (Wako Pure Chemical Industries, Ltd., Osaka, Japan) in high‐glucose DMEM]. After 2 days of culture, cells were switched to adipocyte DM‐2 (10% FBS in high‐glucose DMEM containing 10 μg·mL^−1^ insulin) for further culturing. All media were supplemented with 100 U·mL^−1^ penicillin and 0.1 mg·mL^−1^ streptomycin. Media were changed every other day. We defined Day *x* (D*x*) as day(s) after shifting cells to adipocyte DM‐1 from GM.

To measure DNA concentrations in cultured 3T3‐L1 cells, cell lysates were treated with proteinase K solution (Nacalai Tesque) and DNA concentration was measured with a spectrometer (Eppendorf BioSpectrometer, Eppendorf Japan, Tokyo, Japan).

Experimental animals were cared for as outlined in the guidelines of NARO. This study was approved by the committees. Mouse skeletal muscle culturing was described in our previous studies [15, 16]. In short, primary skeletal muscle cells were isolated from hindlimb muscles of C57Bl6N mouse. Connective tissue was removed carefully. Muscles were minced and digested with 0.2% collagenase type II (Worthington, Lakewood, NJ, USA) in Hanks' balanced salt solution for 30 min at 37 °C. Muscle suspension was passed through a 20‐G needle 10 times and further digested with 0.2% collagenase type II for 10 min. Subsequently, muscle suspension was filtered through a 100‐μm and a 40‐μm strainer. The cells were collected by centrifugation and plated on a noncoated dish for 1 h. Nonadherent cells were collected and plated on collagen‐coated dishes. The cells were cultured in proliferating medium [20% FBS in F10 with 2.5 ng·mL^−1^ human bFGF recombinant protein (Thermo Fisher Scientific, Tokyo, Japan)]. After some passages, these muscle cells were used for experiments. For exosome fraction treatment assay, muscle cells were cultured on Labtech chamber slides (Nalge Nunc International Inc., Rochester, NY, USA) or on 12‐well dishes (Sumitomo Bakelite) which were coated with Matrigel (Japan BD Bioscience, Tokyo, Japan). Cultured cells were shifted from muscle GM (10% FBS in DMEM) to muscle DM (5% HS in DMEM) to induce muscle differentiation. All media were supplemented with 100 U·mL^−1^ penicillin, 0.1 mg·mL^−1^ streptomycin, and 2 mm l‐glutamine (Life Technologies). Our previous studies demonstrate that isolated muscle cells showed normal myogenic properties [16, 17].

### Isolation of exosome fractions from 3T3‐L1 cell‐cultured media

Cultured media of 3T3‐L1 cells were collected on D0, 2, 4, 6, 8, 10, 12, 14, and 16 after switching to adipocyte DM‐1. At each stage of culture, cultured media were collected from 10–12 dishes with 90 mm in diameter, which amounts to 60–72 mL. A total of three independent experiments were carried out. Exosome fraction was isolated from cultured media following the ultracentrifugation method described in our previous study [18]. In brief, collected cultured media were centrifuged at 1000 ***g*** for 10 min at 4 °C to remove cellular debris. The supernatant fraction was centrifuged at 12 000 ***g*** for 30 min at 4 °C and further centrifuged at 110 000 ***g*** for 70 min at 4 °C. The pellet fraction was washed with PBS and then centrifuged at 110 000 ***g*** for 70 min at 4 °C again. The final precipitation was resuspended in PBS and stored at −80 °C until total RNA preparation. The protein concentrations of exosome fractions were quantified with a bicinchoninic acid (BCA) protein assay kit (Thermo Fisher Scientific K.K.).

### Observation of exosome fractions by electron microscopy

The exosome fractions were absorbed to carbon‐coated copper grids (400 mesh) and were stained with 2% phosphor‐tungstic acid solution (pH 7.0) for 10 s as a negative staining. The grids were observed with a transmission electron microscope (JEM‐1400Plus; JEOL Ltd., Tokyo, Japan) at an acceleration voltage of 100 kV. Digital images (3296 × 2472 pixels) were taken with a charge‐coupled device (CCD) camera (EM‐14830RUBY2; JEOL).

### Isolation of total RNA from the exosome fractions

Total RNA containing miRNA was extracted from the 3T3‐L1 cell‐derived exosome fractions using a mirVana miRNA isolation kit (Thermo Fisher Scientific). The quality of the RNA was evaluated with an Agilent Bioanalyzer 2100 with an RNA 6000 Pico Kit (Agilent Technologies, Santa Clara, CA, USA). First‐strand cDNA was synthesized with a miScript II RT kit (Qiagen, Tokyo, Japan).

### miRNA microarray analysis

For our microarray analysis of miRNA in exosome fractions, we conducted two independent experiments to collect cultured media (at D0, 4, 12, and 16 after changing to adipocyte DM‐1) as described above. Equal protein amounts of two exosomal miRNA samples from each sampling day were mixed, and cDNAs were synthesized. A single microarray analysis was conducted; that is, mixed cDNA samples were applied to a SurePrint G3 Mouse miRNA Microarray, release 19.0, 8x60K (Agilent) as described in our previous studies [18, 19]. Comparative analyses among samples were carried out. We selected miRNAs which altered expression levels with more than twofold or < 0.5‐fold at D4, D12, or D16 as compared to those at D0. Among them, we further selected miRNAs whose signal intensities were more than median values at any time points (12.3 at D0, 31.0 at D4, 24.4 at D12, and 17.7 at D16). 

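The median signal over the miRNAs detected on each array was 9.93 at D0, 19.6 at D4, 16.7 at D12 and 12.9 at D16. Over the miRNAs detected on all 4 arrays, a set chosen after the values were seen, it was 12.1, 30.8, 24.3 and 17.7 in the same order. The stated medians were used as the filter on brightness, and 193 miRNAs passed the fold threshold on any day when the medians over each array replaced them.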

Hierarchical cluster analysis was performed using complete linkage and Euclidean distance as measures of similarity. All data analysis and visualization of differentially expressed miRNA were conducted using r 3.1.2 (www.r‐project.org). Array data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo). GEO Series accession number is GSE154875.

### Quantitative PCR assay of miRNAs

Quantitative PCR (qPCR) analyses were conducted using the QuantiTect SYBR Green PCR System (Qiagen) with a CFX96 thermal cycler (Bio‐Rad, Hercules, CA, USA) as described in our previous study [20] with slight modifications. The PCR program was 15 min at 95 °C, followed by 45 cycles of 15 s at 94 °C, 30 s at 55 °C, and 30 s at 70 °C. A miScript Primer Assay (Qiagen) was used to detect miR‐16‐5p, miR‐22‐3p, miR‐30d‐5p, miR‐34a‐5p, miR‐99a‐5p, miR‐125b‐5p, miR‐130a‐3p, miR‐214‐3p, and miR‐451a. The relative expression levels of miRNAs are shown as the ratios of ‘starting quantity’ to ‘protein content in exosome fraction’ and then normalized with values at D0. For qPCR of intracellular miRNA detection, RNU6‐2 (Qiagen) was used as an internal control RNA. The relative expression levels of target miRNAs to those of RNU6‐2 at D12 were normalized to the values at D0. Comparisons between groups were conducted by Student's *t*‐test. *P* values of < 0.05 were considered statistically significant.

### Gene ontology analysis

The target genes of miRNAs were predicted by TargetScanMouse (release 7.1; http://www.targetscan.org/mmu_71/). Predicted target genes with a cumulative weighted context++ score [21] of < 0.5 were selected for further gene ontology (GO) analysis. GO analysis of the predicted genes was performed by DAVID (ver. 6.8; https://david.ncifcrf.gov/home.jsp).

### Introduction of adipocyte‐derived exosomes into cultured skeletal muscle cells

Exosome fractions were labeled with PKH26 dye (Sigma‐Aldrich Japan K.K., Tokyo, Japan). Day 4 skeletal muscle cells following muscle differentiation were incubated with PKH26‐labeled exosome fraction for 16 h. As a negative control, the PKH26 dye labeling procedure was applied to PBS and the PBS was then added to culture medium. The cells were fixed with 4%‐paraformaldehyde phosphate buffer (Nacalai Tesque) for 20 min, rinsed three times with PBS, subsequently stained with Alexa Fluor 488 conjugated Wheat Germ Agglutinin (WGA; Thermo Fisher Scientific) for 20 min, and soaked with mounting media containing 4′,6‐diamidino‐2‐phenylindole (DAPI; Vector Laboratories, Inc., Burlingame, CA, USA). Samples were observed with an LSM 700 confocal laser scanning microscope (Carl Zeiss, Tokyo, Japan), equipped with a Plan‐Apochromat ×20 (NA 0.8) lens. Images were manipulated using imaging software (Carl Zeiss).

For exosome treatment experiments, the D0 and the D12+ adipocyte‐derived exosome fractions were used. Due to low concentrations of exosome fractions at late adipocyte differentiation stages, exosomes with equal amount of protein in each fraction (D12, D14, and D16) were mixed and designated as the D12+ exosome fraction. One day after muscle differentiation, cultured myoblasts were treated with the D0 exosome fraction (11 μg·mL^−1^), the D12+ exosome fraction (11 μg·mL^−1^), or PBS for 30 h and were harvested for gene expression analyses.

### Isolation of intracellular total RNA from cultured cells and qPCR assay

Total RNAs were isolated from differentiating 3T3‐L1 adipocytes and mouse myoblasts with an RNeasy kit (Qiagen). First‐strand cDNA was synthesized with a ReverTra Ace qPCR RT kit (Toyobo Co., Ltd., Osaka, Japan), and qPCR assay was performed as previously described [22]. The primer combinations used in the present study are shown in Table 1. qPCR was conducted using the QuantiTect SYBR Green PCR System (Qiagen) with a CFX96 Real‐Time PCR Detection System (Bio‐Rad, Tokyo, Japan). The qPCR protocol was the following: 15 min at 95 °C, followed by 45 cycles of 15 s at 94 °C, 30 s at 65 °C, and 30 s at 72 °C. All PCR products were verified by DNA sequencing (ABI 3730 DNA Analyzer; Life Technologies). The ratios of the expression levels of the target genes to ribosomal protein large subunit 7 (Rpl7) were calculated, and these ratios were then normalized with the expression levels of the PBS control groups. Rpl7 was used as an internal control gene since genes encoding for ribosomal proteins are the most stably expressed [23]. Multiple comparisons were conducted by analysis of variance (ANOVA), followed by *post hoc* test by least significant difference. *P* values of < 0.05 were considered statistically significant.

**Table 1:** PCR primer combinations.

Gene			Sequence (5′–3′)
*Adipoq*	NM_009605	Forward	ctgttcccaatgtacccattcgctttacta
		Reverse	ctctcaaactaagctgaaagtgtgtcgact
*Igf2*	NM_010514	Forward	gttgacacgcttcagtttgtctgttc
		Reverse	gacgtttggcctctctgaactcttt
*Myod1*	NM_010866	Forward	ctttgagacagcagacgacttctatgat
		Reverse	cagagcctgcagaccttcgatgtag
*Myog*	NM_031189	Forward	catgtaaggtgtgtaagaggaagtctgtgt
		Reverse	atggacgtaagggagtgcagattgt
*Myf5*	NM_008656	Forward	ctgagtacttctatgaaggctcctgtatcc
		Reverse	ctgtaatagttctccacctgttccctcag
*Myf6*	NM_008657	Forward	agaaaatgtgactcttcagccattagaagt
		Reverse	agaatttcttgcttgggtttgtagctgtag
*Myh3*	NM_001099635	Forward	gattcagaaactggagacacggatcagaga
		Reverse	tatacattctgcatatcttctgccctgcac
*Rpl7*	NM_001006345	Forward	catcagaattcgaggtatcaatggagtaag
		Reverse	ctccaccttctacaaagtgagttgtctttt

## Results

### Culturing of differentiating adipocytes

Mouse 3T3‐L1 cells were cultured to collect media containing exosomes. Intracellular small lipid droplets were observed in differentiating 3T3‐L1 cells from D4 onward. Gradually, these lipid droplets became larger at late culture stages (Fig. 1A–E). To evaluate adipocyte differentiation in cultured 3T3‐L1 cells, the mRNA expression levels of adiponectin (Adipoq), a typical adipocyte differentiation marker [24], were quantified by qPCR. The expression levels of Adipoq were upregulated as differentiation proceeded, indicating that cultured 3T3‐L1 cells were fully differentiated (Fig. 1F).

**Fig. 1:**
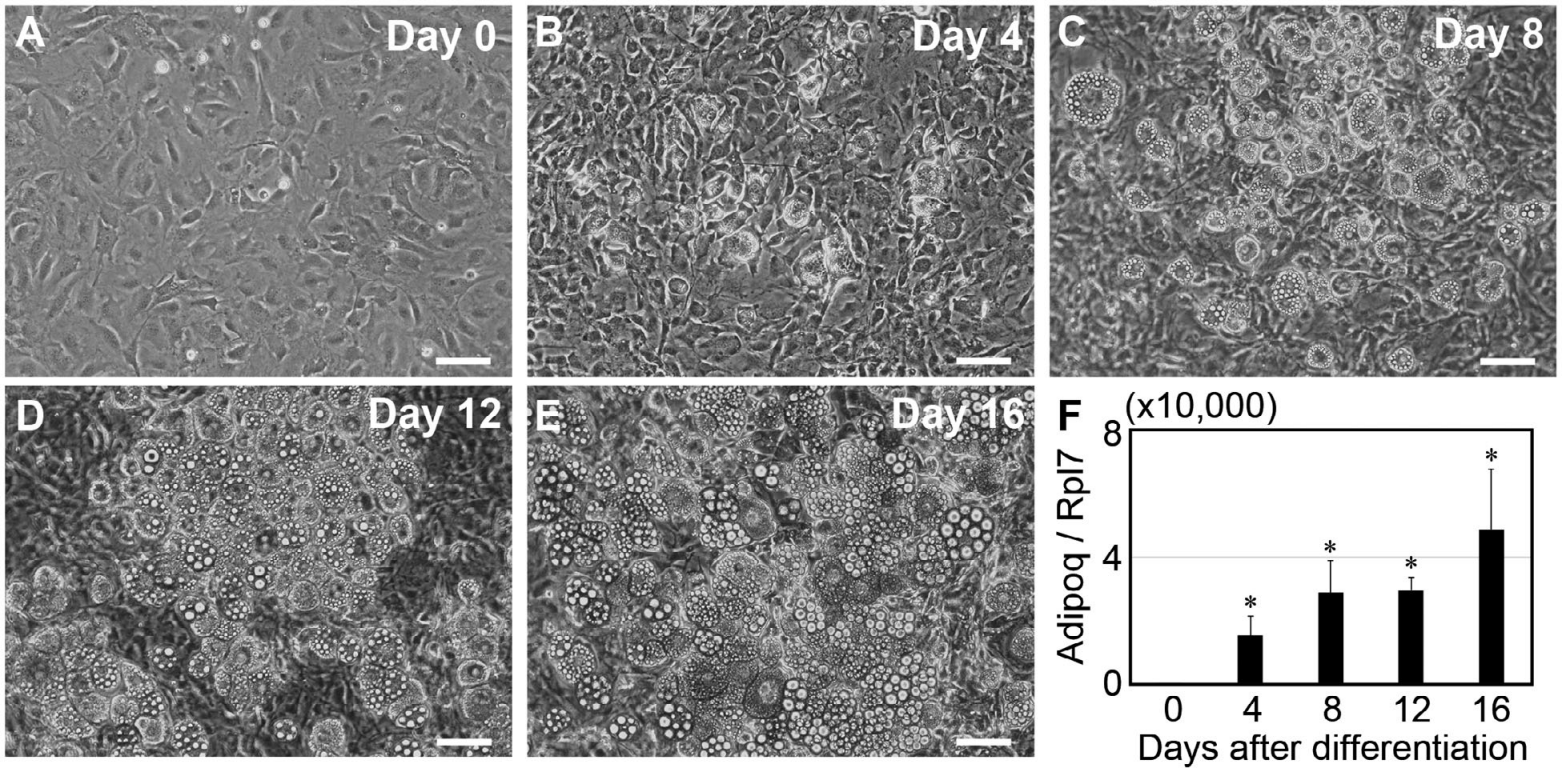
Culture results of mouse adipocyte 3T3‐L1 cells. (A–E) Representative photographs of differentiating adipocytes. Bars, 50 µm. (F) The relative expression levels of adiponectin (Adipoq), a typical adipocyte differentiation marker, were quantified by qPCR. Values represent the mean ± SE. *n* = 3. *P < 0.05 (vs D0), by Student's *t*‐test.

### Isolation of adipocyte‐derived exosomes

Exosome fractions were isolated from 3T3‐L1 cultured media. To verify whether isolated fractions contained exosomes, negatively stained specimens were observed under electron microscopy. Typical secreted extracellular vesicles approximately 200 nm in diameter were observed in isolated exosome fraction (Fig. 2A), indicating that exosomes were present in our isolated exosome fraction. To quantify the released amounts of exosomes during adipocyte differentiation, protein contents in exosome fractions were measured (Fig. 2B). We found that distinct amounts of exosomes were secreted during adipocyte differentiation. The largest amount of exosome‐containing fraction was released at D0, with a second peak at D4. Although exosome fraction reached its lowest point at D8, the amounts of exosome fraction gradually increased during the process of further adipocyte differentiation.

**Fig. 2:**
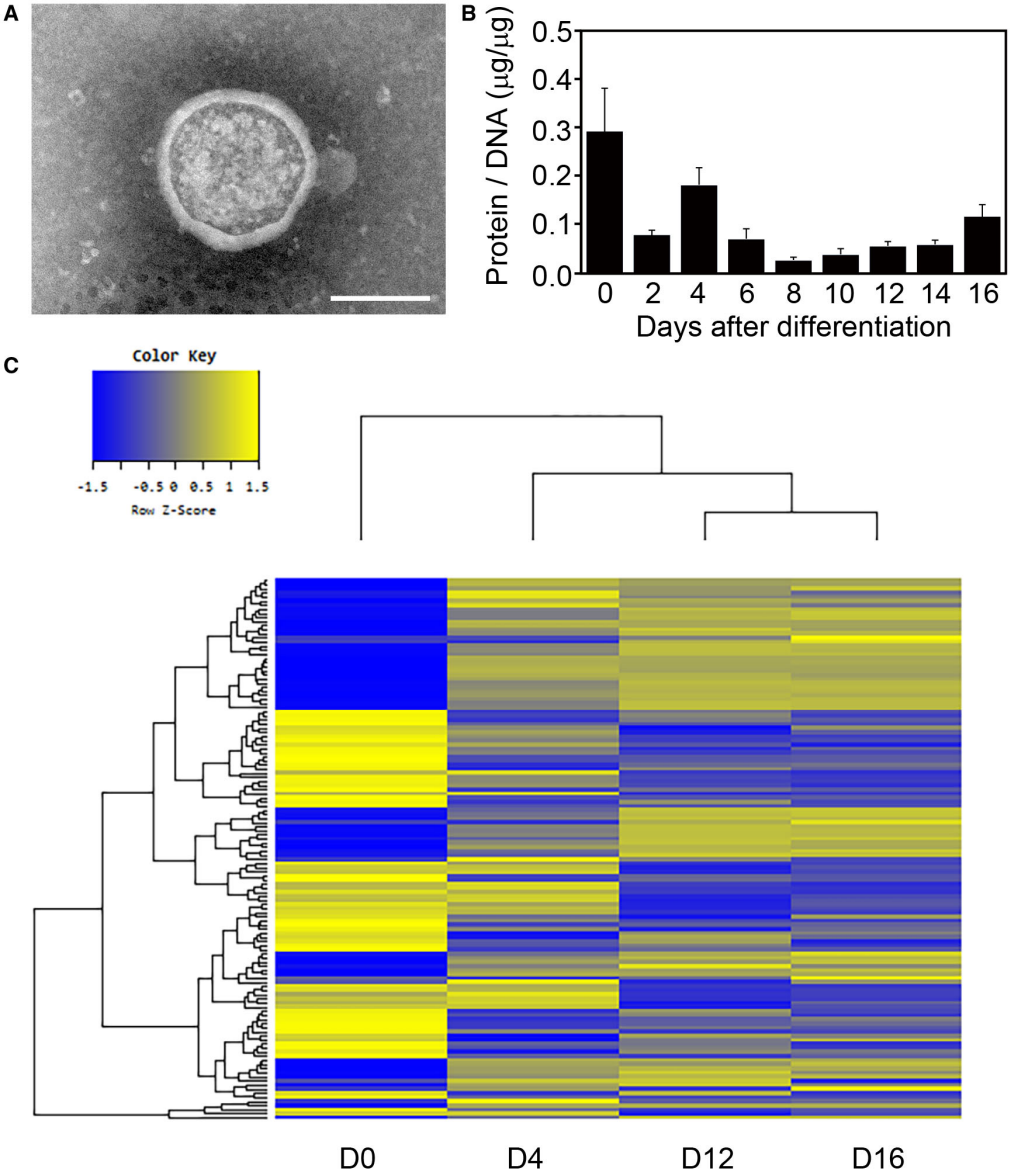
Characterization of adipocyte‐derived exosomes and exosomal miRNA. (A) Representative photograph of negatively stained adipocyte‐derived exosome fraction (D4) taken with transmission electron microscopy. Bar, 100 nm. (B) Amounts of adipocyte‐secreted exosome fraction during adipocyte differentiation. Protein concentrations in exosome fractions were normalized with the DNA contents of cultured cells. Values represent the mean ± SE, *n* = 3. (C) Expression changes of miRNA in adipocyte‐secreted exosomes during adipocyte differentiation (D0, D4, D12, and D16) were analyzed by hierarchical clustering.

### miRNA microarray analysis of adipocyte‐secreted exosome fractions

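The exosome fraction was pelleted by ultracentrifugation from the medium of 3T3-L1 cells, a mouse line of fibroblast-like cells that turn into adipocytes in differentiation medium. Its RNA was read on 4 single-colour (Cy3) mouse miRNA arrays, with 1 array for each of D0, D4, D12 and D16 and no replicate array, so that the differences between days have no replicate check and no p-value is given. Each array held 56430 spots for 1881 miRNAs, with 30 spots per miRNA divided among 1 to 4 probes. The deposited files are the output of Feature Extraction 11.0.1.1. They hold a background-subtracted intensity for each spot and a total gene signal for each miRNA, which is the sum over those of its probes whose signal exceeds 3 times their error. This rule was tested on the files and gave the software's detection call for all 1881 miRNAs on every array. A miRNA that was not detected is listed at 0.1, and the files contain no scaling between arrays. The signal summed over detected miRNAs was 12716 at D0, 39129 at D4, 30966 at D12 and 21873 at D16. The D0 array, the denominator of every ratio, was uneven. Its median coefficient of variation between replicate spots was 21.1%, which the software marked as out of range, against 7.19% at D4, 7.78% at D12 and 8.07% at D16. Spots on the left of the D0 array had a median of -0.41 on the log2 scale relative to their probe's median and spots on the right a median of 0.17. On the D4, D12 and D16 arrays the largest of these medians was 0.03. No spot was saturated on any array, and the number of arrays limits the precision of every comparison.

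**Figure D1:**
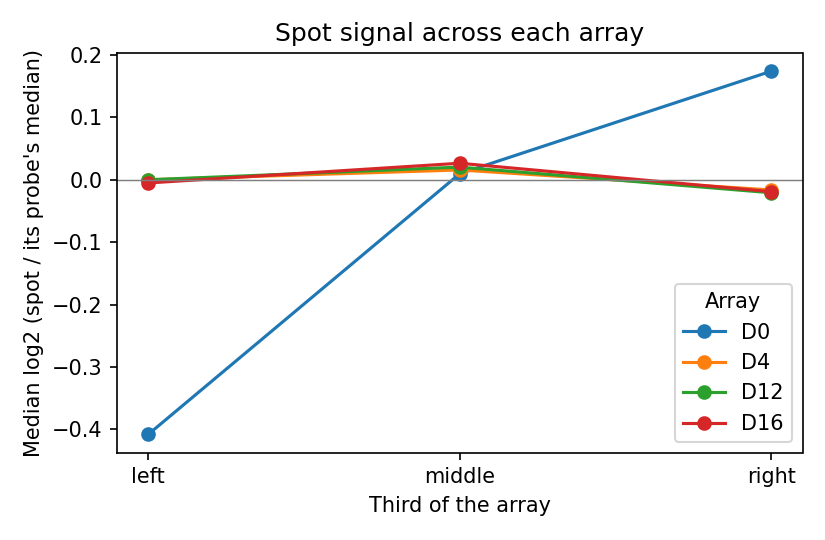
Median log2 ratio of each spot to the median of its probe (vertical axis) in the left, middle and right part of each array (horizontal axis), with 1 line per day. Only the D0 array departs from 0, from -0.41 on the left to 0.17 on the right.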

Microarray analysis was performed to gain an overview of the differentially expressed miRNAs in adipocyte‐secreted exosomes during adipocyte differentiation (D0, D4, D12, and D16). The numbers of detected miRNAs were 329, 426, 406, and 380 on D0, D4, D12, and D16, respectively. 

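Counted from the detection calls of the software, 329 miRNAs were detected at D0, 426 at D4, 406 at D12 and 380 at D16. Of these, 283 were detected on all 4 arrays and 467 on at least 1. Between D0 and D12, 109 miRNAs were gained and 32 were lost. The share of miRNA spots well above background was lowest at D0, at 10.7%, and was 15.4% at D4, 14.1% at D12 and 13.2% at D16. The lowest detected signal was 1.22 at D0, 1.75 at D4, 1.63 at D12 and 1.32 at D16. The rule that moved the counts most, at least 50% of the spots of a probe well above background, left 235, 326, 308 and 292 miRNAs in the order of the days. With a common threshold for all 4 arrays, set at 1.75, the counts were 322, 426, 402 and 377.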

Hierarchical clustering analyses of miRNA expression profiles identified three groups of miRNAs in adipocyte‐secreted exosomes: the early (D0), middle (D4), and late differentiation stages (D12 and D16; Fig. 2C). 

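Complete linkage on the Euclidean distance between log2 signals was applied to the 157 miRNAs whose ratio to D0 was above 2 or below 0.5 on any later day and whose signal exceeded a median given in the methods. D12 and D16 joined first, at a height of 6.92, D4 joined them at 16.4, and D0 joined last at 32.5. The distance from D0 was 31.3 for D4, 32.5 for D12 and 28.2 for D16, and that between D4 and D12 was 13.9. The order of the joins was the same after scaling by the 75th or 90th percentile, by quantile normalization or by the spike-in RNAs, with average linkage, with z-scores of each miRNA, with linear signals, and over all miRNAs detected on the 4 arrays. With 1 minus the Pearson correlation as the distance, D12 and D16 again joined first, but D0 and D4 joined each other before meeting them. On simulated arrays that differed in brightness, unscaled signals did not join the related arrays first, so the unscaled heights also contain the brightness of each array.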

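Across the 371 miRNAs detected on both D12 and D16, the Pearson correlation of log2 signals was 0.983 and the Spearman correlation was 0.978. The other pairs of days gave lower Pearson values over the miRNAs detected on both days of a pair, with 0.915 for D4 and D12, 0.914 for D4 and D16, 0.855 for D0 and D4, 0.771 for D0 and D12, and 0.765 for D0 and D16. These are correlations across miRNAs of single arrays, and miRNAs are not independent replicates. On the linear scale the D12 and D16 value was 0.997, and over the miRNAs detected on all 4 days it was 0.984. The median change of these miRNAs from D12 to D16 was -0.51 on the log2 scale, a shift between arrays that a correlation does not show.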

Almost identical profiling patterns were observed on D12 and D16 (Pearson's correlation coefficient = 0.984).

### Expression patterns of adipocyte exosomal miRNAs

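Over the miRNAs detected on all 4 days, the unscaled signal divided by the D0 signal had a median of 2.59 at D4, 1.99 at D12 and 1.32 at D16. The 4 spike-in RNAs that the kit adds in equal amounts to each sample were also brighter on the later arrays, by a mean of 1.82-fold at D4, 1.72-fold at D12 and 1.27-fold at D16. The software multiplied each total signal by an effective spot size, which was its default of 0.6 at D0 and D16 but was estimated as 0.780 at D4 and 0.760 at D12. Division by the D0 signal alone was kept as the main treatment because the paper's text names no other step, although it refers to earlier studies, not used here, for the array procedure. The setting that moved the median D12/D0 most was scaling by the 75th percentile, which took it to 0.606.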

To assess the relative expression levels of miRNA in exosome fractions during adipocyte differentiation, the signal intensities of each miRNA were normalized with D0 signal intensities. In upregulated miRNAs, two main expression patterns were observed: UP‐I) gradual incremental increase during adipocyte differentiation, and UP‐II) reaching a plateau at D4 (Table 2). 

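Table 2 assigns 28 miRNAs to UP-I and 13 to UP-II, and all 41 had an unscaled D12/D0 ratio above 2. The median ratio to D0 of the UP-I miRNAs was 8.27 at D4, 10.5 at D12 and 6.99 at D16. In 26 of the 28 the signal was higher at D12 than at D4, in 16 by more than the tolerance set for a level signal, and in all 28 it was lower at D16 than at D12. These counts depended on the scaling, with 20 rising and 21 lower at D16 after scaling by the spike-in RNAs, 24 and 18 after quantile normalization over all miRNAs, and 26 and 16 with the 75th percentile. The highest UP-I ratio was that of miR-451a, whose signal was 9.40 at D0, 443 at D4, 2400 at D12 and 1559 at D16, and the lowest was that of miR-92a-3p, with a D12/D0 ratio of 5.40. The UP-II miRNAs had a median ratio of 7.72 at D4, 5.69 at D12 and 4.16 at D16. None of the 13 was higher at D12 than at D4, and 11 fell from D4 to D12 beyond the tolerance, while 2 stayed level. After scaling by the spike-in RNAs, 9 of the 13 fell and 4 stayed level, and with the 75th percentile 1 fell and 12 stayed level. miR-125a-5p had the lowest D12/D0 ratio of UP-II, 3.98, and miR-30d-5p was at 8.50. For 22 of the 41 miRNAs the software summed different probes at D0 and D12.

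**Figure D2:**
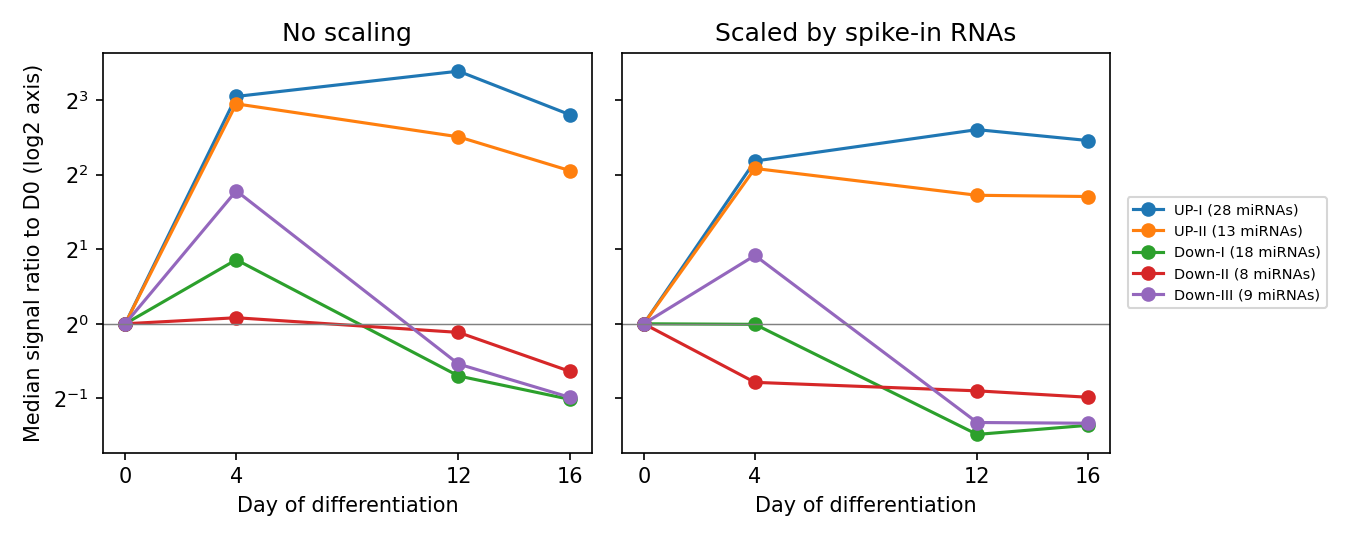
Median signal ratio to D0 (vertical axis, log2 scale) of the miRNAs of each pattern in Tables 2 and 3 by day (horizontal axis), without scaling and after scaling by the spike-in RNAs. The UP-I median goes from 8.27 at D4 to 10.5 at D12 without scaling and the UP-II median from 7.72 to 5.69.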

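Without scaling between arrays, 6 miRNAs that passed the filter on brightness fell below 0.5-fold at D12, and all 6 had a D4 signal above that at D0 or below it by less than the tolerance set for a level signal. miR-7011-5p had a D12/D0 ratio of 0.337, miR-7118-5p of 0.351, miR-8110 of 0.410, miR-1897-5p of 0.435, miR-2137 of 0.489 and miR-7005-5p of 0.498. For miR-7005-5p, 2 probes were summed at D0 and 1 at D12, and over the shared probe its ratio was 0.607. At D4 the ratio was 3.12 for miR-2137 while the lowest were 0.969 for miR-7011-5p and 0.909 for miR-8110. Without the filter, 10 miRNAs were below 0.5-fold at D12. Of those that stayed under the filter, miR-125a-3p fell from 9.16 to 1.66, with 4 of its probes summed at D0 against 1 at D12. Over that probe alone its D12/D0 ratio was 0.696. For miR-6898-5p (0.343) and miR-7686-5p (0.431), the ratio over the shared probe was 0.542 and 0.818. Scaling changed this group most. With the 90th percentile of the miRNAs detected on all 4 days, 16 miRNAs declined by D4 and further by D12. Another 9 declined by D4 and then stayed level or rose, and 12 were level with or above D0 at D4. In the same order the counts were 23, 25 and 8 with the 75th percentile. They were 15, 11 and 13 after quantile normalization over all miRNAs, and 4, 3 and 11 after scaling by the spike-in RNAs.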

Downregulated miRNAs were categorized into three types: DOWN‐I) gradual decline during adipocyte differentiation, DOWN‐II) reaching maximum decrease at D4 and then maintaining their expression levels, and DOWN‐III) almost identical expression levels between D0 and D4 followed by a decrease at D12 (Table 3). 

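The Table 3 miRNAs did not all lie below their D0 signal when no scaling was applied. The 18 DOWN-I miRNAs had a median ratio to D0 of 1.81 at D4, 0.616 at D12 and 0.496 at D16. The 8 DOWN-II miRNAs had medians of 1.06, 0.923 and 0.643 on the same days, and the 9 DOWN-III miRNAs of 3.44, 0.688 and 0.505. At D12, 28 of the 35 were below D0 and 9 were below 0.5-fold. After scaling by the spike-in RNAs the DOWN-I median was 0.995 at D4 and 0.358 at D12, the DOWN-II median was 0.580 and 0.536, and the DOWN-III median was 1.89 and 0.399. With that scaling all 35 were below D0 at D12, 21 of them below 0.5-fold. All 35 were below 0.5-fold with the 75th percentile and after quantile normalization over all miRNAs, and 33 with the 90th percentile.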

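Among the miRNAs detected at D12 whose signal exceeded the stated median on at least 1 day, 117 had an unscaled D12/D0 ratio above 2 and 6 had a ratio below 0.5, so that 95.1% of those past a threshold were higher at D12. This split depended on the scaling between arrays. It was 69 above and 18 below after scaling by the spike-in RNAs (79.3% higher), 52 and 39 after quantile normalization over all miRNAs (57.1%), 52 and 37 with the 90th percentile (58.4%), and 44 and 56 with the 75th percentile (44.0%). Quantile normalization over the miRNAs detected on all 4 arrays, chosen after seeing the values, gave 38 and 35 (52.1%). All of the miRNAs raised under each of these scalings were among the 117, and the 6 lowered ones were kept by each. Of the 117, 15 were not detected at D0. Of the miRNAs detected at both D0 and D12, 102 were above and 6 below. When their ratio had to pass the threshold by more than 2 times its technical error, 69 were above and 3 below. Besides miR-451a and miR-99a-5p, the 5 highest ratios were those of miR-144-3p, miR-15a-5p and miR-223-3p when miRNAs not detected at D0 were set to the lowest signal detected there. With their own D0 detection limits and without scaling, these 3 were at least 21.7-fold, 13.7-fold and 14.0-fold higher at D12. After scaling by the 75th percentile these bounds were 6.60-fold, 4.15-fold and 4.27-fold. Without scaling miR-322-5p (30.0-fold) and miR-26b-5p (22.6-fold) then ranked above them.

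**Figure D3:**
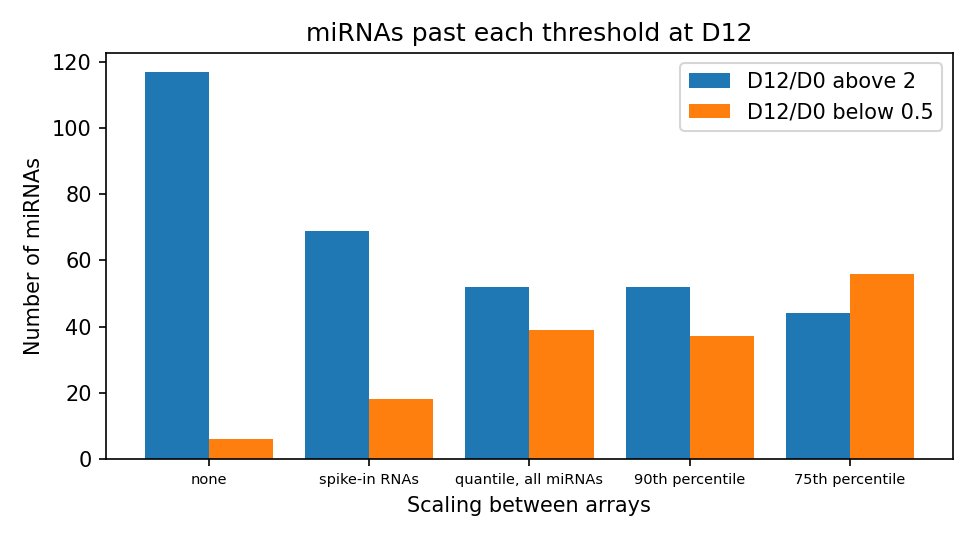
Number of miRNAs with a D12/D0 ratio above 2 or below 0.5 (vertical axis) under 5 treatments of the difference between arrays (horizontal axis). The number above 2 falls from 117 without scaling to 44 with the 75th percentile, and the number below 0.5 rises from 6 to 56.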

Among the 406 miRNAs detected on D12, the number of upregulated miRNAs with more than twofold alteration (D12/D0) and the number of downregulated miRNAs with < 0.5‐fold alteration (D12/D0) were 41 and 35, respectively. These results indicate that maturing adipocytes dynamically change to release not only different amounts of exosomes but also different miRNA exosome contents.

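Further array values on the miRNA content are which miRNAs pass the detection limit and the share of the signal they carry. The 10 brightest miRNAs carried 51.6% of the detected signal at D0, 48.3% at D4, 49.5% at D12 and 50.2% at D16. miR-451a ranked second in brightness at D12, and miR-125b-5p ranked 13 in the same order. The correlation with D0, over the miRNAs detected on all 4 days, was 0.853 for D4, 0.762 for D12 and 0.768 for D16, and a scaling factor common to an array does not change these values. A total of 14 miRNAs above a stated median were detected on each of the other days but not at D0. Another 2, miR-483-5p and miR-6984-5p, were detected at D0 and D4 but not at D12. Both were detected again at D16, with signals of 4.70 and 2.80. From its results up to the numbers of raised and lowered miRNAs at D12, the paper concludes that maturing adipocytes release different amounts of exosomes with different miRNA contents.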

**Table 2:** Upregulated miRNAs during 3T3‐L1 adipocyte differentiation. Upregulated miRNAs with more than twofold alteration (D12/D0) are listed.

Class	miRNA	D0/D0	D4/D0	D12/D0	D16/D0
UP‐I	miR‐451a	1.0	14.1	127.6	109.4
	miR‐99a‐5p	1.0	9.8	30.4	27.1
	miR‐322‐5p	1.0	6.4	15.9	13.5
	miR‐26b‐5p	1.0	6.2	13.3	13.3
	miR‐103‐3p	1.0	5.5	7.4	7.9
	miR‐193b‐3p	1.0	5.1	9.9	9.1
	miR‐26a‐5p	1.0	4.8	7.6	8.0
	miR‐25‐3p	1.0	4.2	7.2	6.5
	let‐7c‐5p	1.0	4.1	9.2	8.7
	miR‐107‐3p	1.0	4.1	5.9	6.3
	miR‐106b‐5p	1.0	4.0	8.2	7.9
	miR‐199b‐5p	1.0	3.5	6.2	5.9
	miR‐96‐5p	1.0	2.7	4.5	5.1
	miR‐16‐5p	1.0	3.8	4.9	4.5
	miR‐7070‐3p	1.0	3.4	3.5	4.4
	miR‐20a‐5p	1.0	2.9	4.9	4.8
	let‐7g‐5p	1.0	2.9	4.4	4.2
	miR‐19b‐3p	1.0	2.7	3.9	3.9
	miR‐15b‐5p	1.0	2.6	3.1	2.9
	let‐7d‐5p	1.0	2.6	4.0	3.3
	let‐7a‐5p	1.0	2.4	4.3	4.0
	miR‐92a‐3p	1.0	2.0	2.5	2.1
	miR‐23b‐3p	1.0	1.9	2.7	3.0
	miR‐130a‐3p	1.0	1.9	4.2	4.5
	let‐7f‐5p	1.0	1.8	2.9	3.0
	miR‐125b‐5p	1.0	1.7	3.3	3.4
	miR‐22‐3p	1.0	1.6	2.5	2.7
	let‐7i‐5p	1.0	1.5	2.6	2.5
UP‐II	miR‐30d‐5p	1.0	4.9	4.4	4.3
	miR‐669b‐3p	1.0	3.6	3.3	3.3
	miR‐199a‐3p	1.0	3.5	3.5	3.5
	miR‐342‐3p	1.0	3.3	3.2	3.4
	miR‐669l‐3p	1.0	3.2	3.1	3.2
	miR‐297a‐3p	1.0	3.2	3.1	3.1
	miR‐199a‐5p	1.0	3.0	3.0	2.7
	miR‐34a‐5p	1.0	2.9	2.7	2.5
	miR‐669d‐3p	1.0	2.7	2.5	2.5
	miR‐669i	1.0	2.7	2.6	2.5
	let‐7b‐5p	1.0	2.2	2.4	2.3
	miR‐7058‐3p	1.0	2.2	2.1	2.6
	miR‐125a‐5p	1.0	2.7	2.0	1.7

**Table 3:** Downregulated miRNAs during 3T3‐L1 adipocyte differentiation. Downregulated miRNAs with less than 0.5‐fold alteration (D12/D0) are listed.

Class	miRNA	D0/D0	D4/D0	D12/D0	D16/D0
Down‐I	miR‐7011‐5p	1.00	0.26	0.11	0.09
	miR‐1897‐5p	1.00	0.33	0.17	0.19
	miR‐8110	1.00	0.26	0.17	0.22
	miR‐1895	1.00	0.39	0.22	0.25
	miR‐5622‐3p	1.00	0.43	0.21	0.21
	miR‐7036a‐5p	1.00	0.94	0.37	0.50
	miR‐6385	1.00	0.86	0.28	0.38
	miR‐6360	1.00	0.84	0.45	0.48
	miR‐8101	1.00	0.76	0.45	0.59
	miR‐6898‐5p	1.00	0.71	0.17	0.21
	miR‐6368	1.00	0.71	0.42	0.72
	miR‐7686‐5p	1.00	0.67	0.23	0.23
	miR‐3098‐5p	1.00	0.66	0.47	0.61
	miR‐5126	1.00	0.65	0.34	0.37
	miR‐7118‐5p	1.00	0.63	0.15	0.14
	miR‐7005‐5p	1.00	0.62	0.21	0.32
	miR‐7082‐5p	1.00	0.47	0.28	0.41
	miR‐125a‐3p	1.00	0.94	0.10	0.20
Down‐II	miR‐466m‐5p	1.00	0.31	0.33	0.34
	miR‐669l‐5p	1.00	0.35	0.36	0.37
	miR‐669n	1.00	0.43	0.44	0.43
	miR‐574‐5p	1.00	0.43	0.48	0.46
	miR‐1187	1.00	0.45	0.47	0.47
	miR‐1906	1.00	0.26	0.36	0.32
	miR‐3470a	1.00	0.20	0.33	0.35
	miR‐669b‐5p	1.00	0.36	0.48	0.30
Down‐III	miR‐6769b‐5p	1.00	1.00	0.43	0.55
	miR‐3473g	1.00	1.07	0.43	0.52
	miR‐3473b	1.00	1.15	0.35	0.51
	miR‐29b‐3p	1.00	1.26	0.35	0.38
	miR‐5103	1.00	1.69	0.33	0.38
	miR‐7648‐3p	1.00	1.11	0.33	0.36
	miR‐188‐5p	1.00	1.30	0.30	0.29
	miR‐2137	1.00	1.09	0.21	0.29
	miR‐7047‐5p	1.00	1.29	0.31	0.26

### Validation of miRNA expression levels by qPCR

To verify the expression levels of miRNA in adipocyte‐released exosome fractions, qPCR was carried out. qPCR revealed that the expression levels of known pro‐adipogenic miRNAs, including miR‐16‐5p, miR‐99a‐5p, and miR‐125b‐5p [25, 26, 27], were upregulated at D12 compared to D0 (Fig. 3A), suggesting that exosomal pro‐adipogenic miRNAs are delivered to recipient cells. We further validated miRNA expression levels found in the skeletal muscles of typical muscular dystrophy patients [28]. The expression levels of muscular dystrophy‐associated miRNAs such as miR‐34a‐5p, miR‐130a‐3p, and miR‐214‐3p were found to be significantly higher at D12 than at D0 (Fig. 3B). Other skeletal muscle differentiation‐associated miRNAs including miR‐22‐3p, miR‐30d‐5p, and miR‐451a were also found to have increased greatly at D12 (Fig. 3B).

**Fig. 3:**
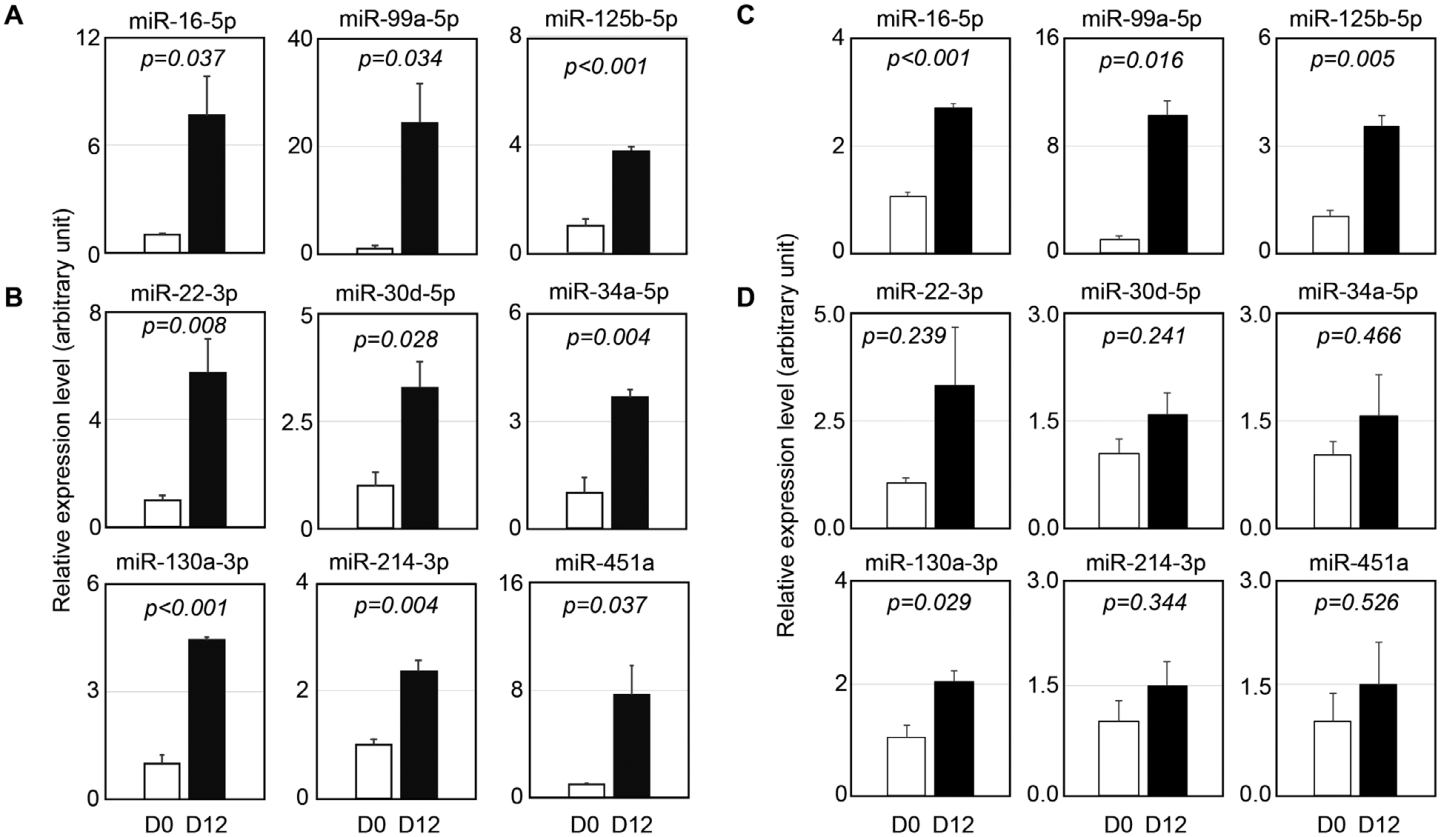
Validation of miRNAs in adipocyte‐derived exosomes and in adipocytes. (A, B) The relative expression levels of pro‐adipogenic miRNAs (A) and muscular dystrophy‐associated miRNAs (B) in exosome fractions were evaluated by quantitative PCR (qPCR). The relative expression levels of miRNAs at D12 were normalized to values at D0. Values represent the mean ± SE, *n* = 3. *P*‐values indicate the difference between D0 and D12 by Student's *t*‐test. (C, D) The expression levels of adipocyte intracellular miRNAs were assessed by qPCR. The ratios of expression levels of miRNAs regarding pro‐adipogenesis (C), and muscular dystrophy or muscle differentiation (D) to those of RNU6‐2 at D12 were normalized to values at D0. Values represent the mean ± SE, *n* = 3. *P*‐values indicate the difference between D0 and D12 by Student's *t*‐test.

To clarify whether the increased abundance of the miRNAs in the exosomes relates to changes in their expression in the adipocytes, the expression levels of intracellular miRNAs in D0 and D12 adipocytes were examined by qPCR experiments. Expression levels of pro‐adipogenic miRNAs such as miR‐16‐5p, miR‐99a‐5p, and miR‐125b‐5p were significantly higher in D12 adipocytes than in D0 adipocytes (Fig. 3C). In contrast to the pro‐adipogenic miRNAs, most of the intracellular miRNAs associated with muscular dystrophy and muscle differentiation were not significantly upregulated in D12 adipocytes (Fig. 3D). These results suggest that differentiating adipocytes may selectively release miRNAs as an exosome content, that is, in adipocytes, miRNAs which are associated with muscular dystrophy and muscle differentiation may be preferentially included into exosomes to be secreted.

### Gene ontology analyses of miRNA in adipocyte‐secreted exosomes

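Each of the 41 miRNAs in Table 2 was detected on all 4 arrays. Their unscaled D12/D0 ratio was above 2 in every case, and it stayed above 2 in all 41 after scaling by the spike-in RNAs, in 39 with the 90th percentile, in 38 after quantile normalization over all miRNAs and in 29 with the 75th percentile. The filter on brightness kept 38 of them, since miR-7070-3p, miR-342-3p and miR-7058-3p were below the stated median on each day. Without scaling, a further 79 miRNAs outside Tables 2 and 3 passed the same threshold and filter. After quantile normalization over all miRNAs 15 did so. Over the miRNAs detected on all 4 arrays, a setting chosen after seeing the values, 0 did so.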

Our exosomal miRNA expression profile identified 41 miRNAs with more than twofold upregulation in the ratios of D12/D0. The target genes of these 41 miRNAs were predicted by Target Scan Mouse (release 7.1; http://www.targetscan.org/mmu_71/), and subsequently, 1956 genes were selected. Using 35 downregulated miRNAs, 2867 target genes were also predicted by Target Scan Mouse. GO analyses of these 1956 genes and 2867 genes were separately performed by DAVID (ver. 6.8; https://david.ncifcrf.gov/home.jsp). In both cases, GO terms associated with ‘transcriptional regulation’ accounted for 80% in the top five in predicted biological processes (Table 4 and 5). Intriguingly, predicted biological processes also included terms associated with skeletal muscle such as ‘skeletal muscle satellite cell maintenance’, and ‘muscle cell differentiation’, etc., although these terms were of lower rank in the lists of predicted biological processes (data not shown). These results suggest that adipocyte‐derived exosomes contain miRNAs that modulate the transcriptional regulation of skeletal muscle cell differentiation.

**Table 4:** GO terms extracted from the target genes of upregulated adipocyte exosomal miRNAs.

Term	Fold enrichment	Benjamini
GO:0000122~negative regulation of transcription from RNA polymerase II promoter	1.881	2.05E‐08
GO:0006355~regulation of transcription, DNA‐templated	1.435	4.55E‐08
GO:0006351~transcription, DNA‐templated	1.426	5.31E‐06
GO:0007264~small GTPase‐mediated signal transduction	2.418	4.94E‐06
GO:0045893~positive regulation of transcription, DNA‐templated	1.733	0.0002

**Table 5:** GO terms extracted from the target genes of downregulated adipocyte exosomal miRNAs.

Term	Fold enrichment	Benjamini
GO:0045944~positive regulation of transcription from RNA polymerase II promoter	1.518	4.35E‐06
GO:0006355~regulation of transcription, DNA‐templated	1.278	1.89E‐04
GO:0006351~transcription, DNA‐templated	1.307	1.98E‐04
GO:0016192~vesicle‐mediated transport	2.005	5.78E‐04
GO:0000122~negative regulation of transcription from RNA polymerase II promoter	1.496	0.0006

### Effect of adipocyte‐derived exosomes on skeletal muscle cells

Given that exosomes function as cell‐to‐cell communication tools, we examined whether adipocyte‐derived exosomes were incorporated into cultured muscle cells. Isolated exosome fraction was labeled with PKH26 fluorescence dye, and dye‐labeled exosomes were then added to culture media. We observed PKH26‐positive mononucleated cells and myotubes following 16 h of incubation with exosomes (Fig. 4A). Interestingly, mononucleated cells tended to show more efficient uptake of exosomes.

**Fig. 4:**
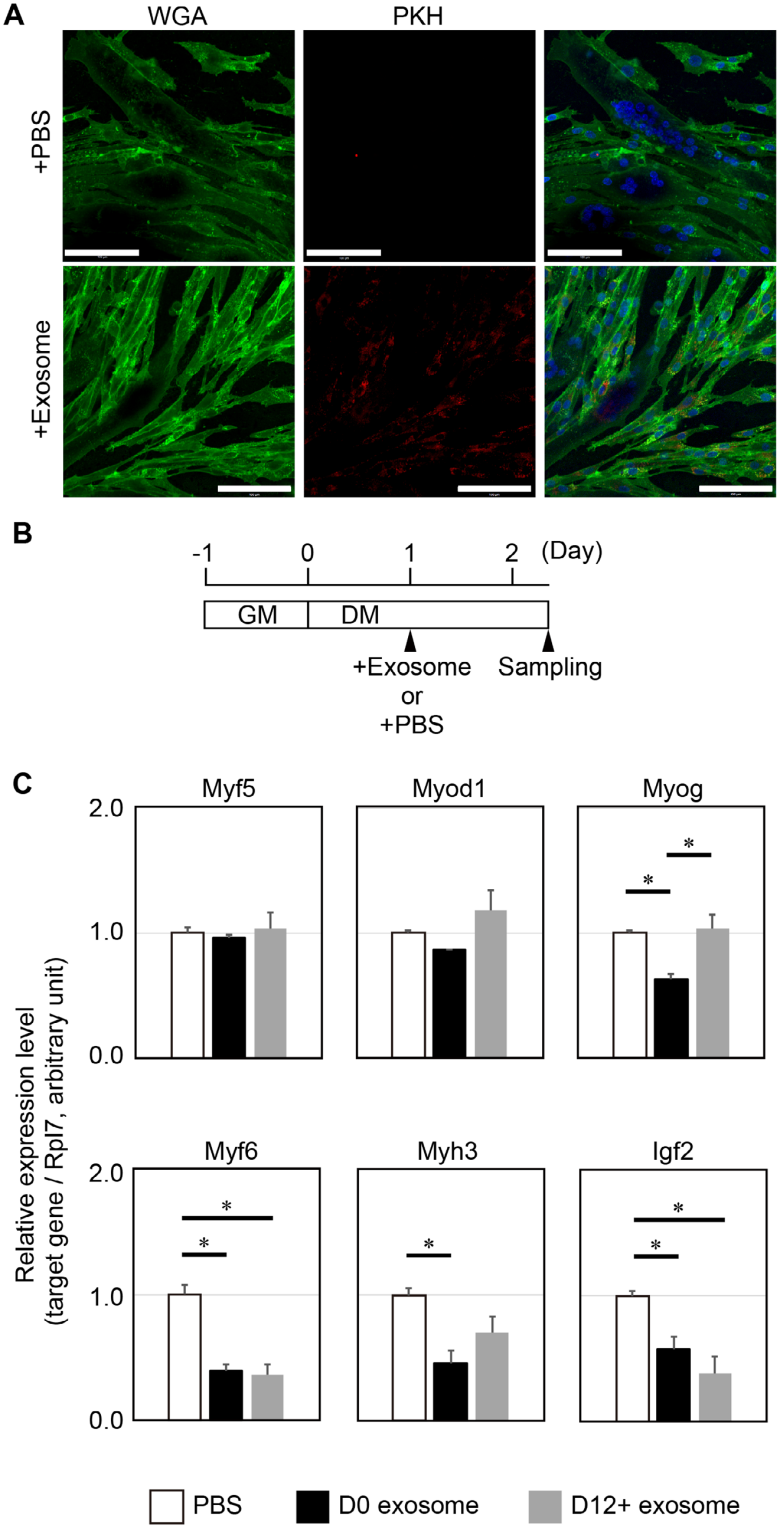
Effects of adipocyte‐derived exosome fractions on cultured muscle cells. (A) Adipocyte‐derived exosomes were incorporated into day 4 cultured muscle cells. Cells were incubated with PBS (+PBS) or adipocyte‐derived exosome fraction (+Exosome) for 16 h. Exosome fraction was labeled with PKH26 (red). Red indicated PKH26‐labeled exosomes which were incorporated into cells. The cells were stained with Alexa488‐conjugated WGA to visualize cell morphology (green). Nuclei were stained with Hoechst (blue). Bars, 100 µm. (B) A scheme of experimental design for exosome treatment was shown. Myoblasts were cultured in GM for 1 day and subsequently switched to DM. One day after shifting from GM to DM, myoblasts were treated with the D0 adipocyte‐derived exosome fraction, the D12+ adipocyte‐derived exosome fraction, or PBS as a control. D12+ exosome fraction contained the mixture of D12, D14, and D16 exosome fractions. Total RNAs were isolated from muscle cells following 30‐h treatment with exosome fractions or PBS. (C) Expression levels of genes regarding myogenic regulatory factors (Myf5, Myod1, Myog, and Myf6), Myh3, and Igf2 were quantified by qPCR. Differences in the expression ratios of the target gene to Rpl7 were compared among groups. Values represent the mean ± SE, *n* = 3. *P < 0.05, by ANOVA.

To investigate the impact of adipocyte‐derived exosome treatment on the expression levels of myogenic regulatory factors (Myf5, Myod1, Myog, and Myf6), myoblasts were cultured for 30 h in the presence of one of the following fractions: the D0 adipocyte‐derived exosome fraction, the D12+ adipocyte exosome fraction which contained a mixture of D12, D14, and D16 adipocyte‐derived exosomes, or the PBS as a control (Fig. 4B). qPCR experiments revealed that the expression level of Myog was significantly downregulated in the D0 exosome‐treated group, although those of Myf5 and Myod1 were not changed among three groups (Fig. 4C). Importantly, the expression levels of Myf6 were significantly decreased in both the D0 and the D12+ exosome‐treated groups as compared with the PBS control group (Fig. 4C).

We further determined the expression levels of other muscle differentiation markers such as embryonic myosin heavy‐chain (Myh3) and insulin‐like growth factor 2 (Igf2). Myh3 is one of the early myofibrillar proteins during skeletal muscle development [29]. Igf2 expression is induced as early events in muscle differentiation [30] and reduction of Igf2 suppresses muscle differentiation [31]. The D0 exosome‐treated group significantly decreased Myh3 gene expression as compared to the PBS control group (Fig. 4C). Intriguingly, expression levels of the Igf2 gene were significantly decreased in myoblasts with the D0 and the D12+ exosome fraction treatments (Fig. 4C). Taken together, these results indicate that the D0 exosome fraction more effectively reduced the expression levels of genes associated with muscle differentiation than the D12 exosome fraction. Our findings also suggest that muscle differentiation was partially inhibited or retarded by the uptake of adipocyte‐derived exosomes.

## Discussion

As adipocyte miRNAs play a critical role in adipocyte differentiation and maturation [13, 14, 25, 32], most studies have focused on the functions of intracellular miRNAs in adipocytes. In the present study, we focused on extracellular miRNAs in exosomes secreted by differentiating adipocytes as a communication tool. Our adipocyte‐derived exosomal miRNA expression profiles showed that 3T3‐L1 adipocytes secreted not only different amounts of exosome fraction but also distinct types of exosomal miRNAs, including antimyogenic and pro‐adipogenic miRNAs, during adipocyte differentiation. These results imply that adipocyte‐derived exosomal miRNAs may worsen pathological conditions in recipient skeletal muscle cells *in vivo*.

### Partial suppression or delay of muscle differentiation by the uptake of adipocyte‐derived exosomes

Muscle differentiation is controlled by the precise hierarchical induction of Myf5 and Myod1, followed by Myog and Myf6. Myf5 and Myod1 function as muscle determination factors, whereas Myog and Myf6 are activated during myoblast differentiation to allow terminal differentiation [33, 34]. In our present study, molecular events associated with ‘transcriptional regulation’ were predicted by GO analysis based on adipocyte‐derived exosomal miRNA expression profile. In fact, we verified the downregulation of two myogenic regulation factor genes, Myog and Myf6, in myoblasts following adipocyte‐derived exosome treatment. This result suggests that adipocyte‐derived exosomes contained miRNAs to suppress muscle differentiation. It is interesting that the expression levels of Myog and Myf6 were specifically affected by adipocyte‐derived exosomes. Myog and Myf6 suppression might be explained by the timing when myoblasts were treated with exosome fractions. Myf5 and Myod1 are expressed in proliferating myoblasts [33]. Once muscle differentiation was induced, myoblasts stop proliferation and start to fuse each other to form myotubes, which is accompanied with expression of Myog and Myf6 [34]. Thus, muscle differentiation of day 1 myoblasts might be an appropriate timing to examine the effect of adipocyte‐derived exosomes on the expression of Myog and Myf6. Other than myogenic regulatory factors, the expression level of Myh3, also known as an embryonic Myh [29], was decreased in myoblasts treated with adipocyte‐derived exosome fraction. In other words, the D0 and the D12+ exosomes contained miRNAs to have effects on muscle differentiation process to modulate the gene expression of myofibrillar proteins as well as myogenic regulatory factors. Particularly, the D0 exosome fraction had an impact on Myog and Myh3 suppression in myoblasts as compared to the D12+ exosome fraction.

Igf2 is an embryonic regulator of myogenesis that promotes muscle differentiation [35]. Our results showed that myoblasts which were treated with adipocyte‐derived exosome fractions decreased the Igf2 expression. Intriguingly, Igf2 is one of the targets of miR‐125‐5p [31] that was contained in adipocyte‐derived exosomes (Table 2, Fig. 3). These results raise the possibility that muscle differentiation is retarded by the incorporation of adipocyte‐derived exosomal miR‐125b‐5p into myoblasts.

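The miR-125b-5p signal on the arrays was 31.9 at D0, 207 at D4, 289 at D12 and 198 at D16, with a technical error within the array of 3.39 at D0 and 27.4 at D12. The ratio to D0 was 6.49 at D4, 9.07 at D12 and 6.21 at D16, and after scaling by the spike-in RNAs it was 5.27 at D12. With the 75th percentile, the scaling that lowered it most, it was 2.76. The related miR-125a-5p was dimmer, with a signal of 6.28 at D0 and 25.0 at D12.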

These results support the idea that adipocyte‐released exosomes function as an intercellular communication tool to carry miRNAs that suppress the expression of Myog and Myf6, although we have not identified which miRNAs are precisely involved in suppression of myogenic regulatory factors and Myh3. Downregulation of muscle differentiation‐associated genes may be attained with a combination of miRNAs in the adipocyte‐secreted exosomes as it is known that a single miRNA potentially has multiple target genes [36].

### Possible roles in the expansion of adipocytes in tissues through adipocyte‐derived exosomal miRNAs

One of the characteristic features of adipocytes is their expanding capacity in animal tissues. Ectopic intramuscular fat depositions are frequently observed within the perimysium of skeletal muscle tissues. Connective tissue surrounding adipocytes is disorganized and remodeled as adipocytes mature [37]. We found that adipocyte‐specific miRNAs such as miR‐16‐5p [27, 38], miR‐99a‐5p [25], and miR‐125b‐5p [26, 39] were included in adipocyte‐derived exosomes although these adipocyte‐specific miRNAs play a pro‐adipogenic role in adipocytes intracellularly [40]. 

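miR-16-5p was detected on all 4 arrays, with a signal of 6.59 at D0, 68.6 at D4, 69.5 at D12 and 45.4 at D16. miR-99a-5p rose from 3.00 at D0 to 75.9 at D4 and 174 at D12 and was at 109 at D16. Their D12/D0 ratios were 10.6 and 57.8, the latter second only to miR-451a among the 297 miRNAs detected on both days. For miR-16-5p, miR-99a-5p and miR-125b-5p the D0 signal came from 1 probe and the D12 signal from 2, and over the shared probe the ratios were 8.44, 47.4 and 8.54. After normexp background correction, which lowered the first 2 most, miR-16-5p was at 2.28 and miR-99a-5p at 5.53.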

Our results suggest that exosomal pro‐adipogenic miRNAs function not only intracellularly in adipocytes but also intercellularly in recipient adipocytes and their progenitors. In this context, adipocyte‐derived exosomes may facilitate adipocyte differentiation or the maturation of neighboring adipocytes and their progenitors in skeletal muscle tissues *in vivo*. As in the case of skeletal muscle tissues in muscular dystrophy patients and marbling cattle, it is believed that mature adipocytes secrete more exosomes with pro‐adipogenic miRNAs to enhance intramuscular fat deposition in skeletal muscle tissues (see below).

Eisenberg et al. detected consistently upregulated miRNAs in typical muscular dystrophy patients and believe these miRNAs to be implicated in the pathology of muscular dystrophy [28]. The present qPCR analysis confirmed that miRNAs, including miR‐34a‐5p, miR‐130a‐3p, and miR‐214‐3p, were upregulated in adipocyte‐derived exosomes, particularly at the matured adipocyte differentiation stage. In dystrophic muscles, muscle fibers atrophy and degenerate, while intramuscular connective tissues including adipocytes become dominant. In fact, fibrosis is deterioration by the upregulation of miR‐34a‐5p [41]. miR‐130a regulates the energy metabolism in adipose tissues [42], and miR‐214 is involved in muscle fate determination in zebrafish [43] and enhances adipocyte differentiation [44]. Therefore, these adipocyte‐derived exosomal miRNAs may worsen the pathological condition of skeletal muscle tissue in muscular dystrophy patients: adipocytes expand their area but the area of skeletal muscle cells decreases in the same skeletal muscle tissue. In other words, muscular dystrophy‐associated exosomal miRNAs secreted by adipocytes may be a key element in the worsening of muscle pathological conditions.

In skeletal muscle tissue with ectopic fat deposition, adipocytes predominantly accumulate in skeletal muscle tissue where the number and size of myofibers are reduced. This phenomenon might be explained in part by our experimental evidence that matured adipocytes proactively release exosomes to abrogate muscle differentiation, as described above. Furthermore, GO analysis using the target genes of adipocyte exosomal miRNA predicted biological processes regarding ‘satellite cell maintenance’, including muscle differentiation. Satellite cells are skeletal muscle tissue‐specific stem cells that regenerate myofibers [45]. However, muscle regenerating capacity is decreased in the muscles of muscular dystrophy patients [46, 47] and satellite cell density as well as myogenesis capability is reduced in the muscles of high marbling cattle [48]. These results suggest that adipocytes further expand their territory in skeletal muscle tissue to inactivate the maintenance of satellite cells using adipocyte‐released exosomal miRNAs.

Circulating exosomal miRNA in blood is linked to disease condition. For example, miR‐126 and miR‐223 are known markers of type 2 diabetes in human [49] and elevation of miR‐188 in sera of muscular dystrophy dog [50]. Furthermore, adipose tissue is a major source of circulating exosomal miRNAs [38]. In this context, miRNA markers for adipocyte invasion in skeletal muscle tissue should be present in the exosome fraction of sera from muscular dystrophy patients or marbling cattle. Our study contributes to the search for miRNA markers in exosomes that communicate between adipocytes and muscle cells.

## Author contributions

KOj, SM, and TN conceived and designed the research. KOj, SM, HW, and KOg performed the experiments; KOj, SM, and TN analyzed the data; and KOj, SM, MO, HW, KOg, and KT interpreted the results of experiments. KOj, SM, HW, and KOg prepared the figures, and SM and KOj drafted the manuscript. KOj, SM, MO, KOg and SM, and KT edited and revised the manuscript. KOj, SM, MO, HW, KOg, KT, and TN approved the final version of the manuscript.

## Conflict of interest

The authors declare no conflict of interest.

## Data Availability

The data that support the findings of this study are openly available in NCBI's Gene Expression Omnibus and are accessible through https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi. GEO Series accession number is GSE154875.

How the deposited data were processed for this re-analysis (not part of the article)

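RNA of the exosome fraction of 3T3-L1 cells was measured on 4 single-colour miRNA arrays, 1 for each of D0, D4, D12 and D16. The paper's methods describe 2 independent experiments mixed per day, and the sample descriptions 3, so an array is a pool and not a replicate. The samples were taken by day, on which both sources give the same assignment.

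The authors deposited the output of Feature Extraction 11.0.1.1 as intensity values, with the local background of each spot subtracted and no scaling between arrays. For each miRNA the deposited intensity is the total gene signal, the sum over probes whose signal exceeds 3 times their error, or 0.1 where the miRNA is not detected. The files also hold the signal and error of each probe and spot, the flags of the software and its quality statistics. The total signal of a probe was checked to be the mean over its spots multiplied by their number, by a constant and by the effective spot size, which the software estimated at D4 and D12 and set to its default at D0 and D16.

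From these values the number of detected miRNAs, ratios to D0, calls, correlations and clusters were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Ratios were not scaled between arrays, because the paper's text names only division by the D0 signal. For the array procedure it refers to earlier studies, which were not used here. A miRNA counted as raised at D12 with a ratio above 2 and as lowered with a ratio below 0.5 if it was detected at D12 and its signal was above the stated median of the day (12.3 at D0, 31.0 at D4, 24.4 at D12 and 17.7 at D16) on at least 1 day. For calls, a miRNA that was not detected at D0 was taken at the lowest detected D0 signal, 1.22. Folds printed for such miRNAs as lower bounds use 3 times the error summed over the miRNA's probes at D0, which is higher, and no call changed with it. Raised miRNAs were called level when D12 was within 1.25-fold of D4, and lowered miRNAs were called level with D0 when D4 was within 1.25-fold of D0 or above. Clustering used complete linkage and Euclidean distance on log2 signals. With 1 array per day no test between days was made, and the error that the software gives for a signal, a median of 13.2% of the signal at D0, 11.1% at D4, 11.6% at D12 and 11.8% at D16, covers variation within an array alone.

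The alternatives fixed before the data were examined were scaling by the 75th or 90th percentile, by quantile normalization or by the 4 spike-in RNAs, averaging spot signals, 3 other rules of detection, other filters and thresholds, other scales of correlation and other forms of clustering. Normexp background correction with an offset of 50 was run with limma 3.58.1 in R 4.3.3 on median spot signals, since the mean spot signals planned for it are not in the files. The miRNAs named in the text are those the paper names, those with the largest and smallest D12/D0 ratio of each pattern in Tables 2 and 3, the 5 called miRNAs with the largest and the 5 with the smallest ratio (with the floor of 1.22 at D0), and members of lists written without the array values but after the paper's tables had been read. The lists were miRNAs of red blood cells, of serum, liver and leukocytes, of striated muscle, miRNAs described as rising or as falling in adipogenesis, the let-7 family and the families of the Sfmbt2 cluster. The median of a list was set beside those of 10000 random lists of the same size matched on signal, over the 297 miRNAs detected at both D0 and D12. For the red blood cell and serum lists, whose members other than miR-451a were not detected at D0, they were drawn over the 406 miRNAs detected at D12, with those not detected at D0 taken at their bounds. Neighbouring miRNA genes were taken from a RefSeq gene table of GRCm38.p6. The array header names another assembly, so no coordinates are given. Of the 297 miRNAs, 248 matched a single gene of the table outside the Sfmbt2 families.

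The steps were tested on simulated data for the comparison of D12 with D0, drawn from the 329 miRNAs detected at D0 with 30 miRNAs changed by 6-fold in each direction and the D12 array made 2-fold brighter. All 30 of each kind were recovered. With changes this large, and every miRNA taken as detected and past the filter, that recovery was set by the design of the simulation. It does not show that smaller falls are kept without scaling. Without scaling 133 unchanged miRNAs were also called raised, against 14 after quantile normalization. Of 100 unrelated lists, 6 lay above the 95th percentile. The qPCR, cell and muscle experiments of the paper were not analysed here.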

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

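The tests of the sensitivity of the D0 array and of the red blood cell and serum lists were chosen only after the result was seen, although the lists themselves were written without the array values.

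The paper's tables hold only miRNAs detected on all 4 arrays. A total of 14 miRNAs outside them were not detected at D0 but were detected at D4, D12 and D16 with a signal above a stated median on at least 1 day, which is a signal in data the paper does not report on. The brightest at D12 was miR-144-3p, with a signal of 107 at D12, 21.3 at D4 and 78.4 at D16. It was at least 21.7-fold higher at D12 than at D0, where up to 4.91 could have gone undetected. The next were miR-15a-5p, miR-223-3p and miR-126a-3p, with D12 signals of 69.8, 69.6 and 54.0.

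A lower sensitivity of the D0 array was weighed first, since that array was the dimmest and the most uneven. The D12 signals were divided by 3.29, the factor between D12 and D0 given by the 75th percentile over the miRNAs detected on all 4 arrays, and set beside the signal each miRNA could have at D0 without being detected. With 2 technical errors subtracted at D12, 13 of the 14 stayed above that limit, so the lower sensitivity alone is unlikely to account for these 13 at D12. For miR-6481 at D12 it cannot be told apart from a lower signal at D0, because the D12 signal lay above the limit by only 1.04-fold, within its error. At D4, where the factor was 4.26, miR-6481 stayed 1.57-fold above the limit with 2 errors subtracted, so the lower sensitivity alone is unlikely to account for its D4 signal. With the same rule 7 of the 14 stayed above the limit at D4 and 13 at D16, so at D4 the rule does not exclude it for the other 7. After quantile normalization over all miRNAs, with the limit carried along, the lowest of the 14 at D12 lay 1.42-fold above it. The values come from 1 array per day and have no replicate check.

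Of the 14, 3 belong to the lists of red blood cell miRNAs and of serum, liver and leukocyte miRNAs, 2 to the list described as rising in adipogenesis, 1 (miR-669m-3p) to the families of the Sfmbt2 cluster and 8 to no list. RNA from serum in the medium could add to the first group. Apart from miR-451a, 9 members of the red blood cell and serum lists were detected at D12, and these 3 are among them. Taken together at their lower bounds, the 9 lay at the 79.92 percentile of random lists, or at 99.9 when the lowest detected D0 signal was used as the floor, so the test does not decide, and it is not independent of the 3. The medium held the same share of fetal bovine serum, depleted of exosomes, on each day by the paper's methods. That does not exclude the medium as a source of the rise, because the paper reports the largest amount of exosome fraction at D0. A change in the miRNAs released during differentiation, the biological explanation that the days offer, stays open and was not tested.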

How the results depend on the processing

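Quantile normalization over the miRNAs detected on all 4 arrays, division by the effective spot size, the spots on the right-hand side of the arrays, the probes counted on both days, normexp on median signals, the D0 limit at 3 times the summed error, the median signal over the miRNAs detected on all 4 arrays and the comparison of 13 scalings with Tables 2 and 3 were tests chosen only after the result was seen.

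Without scaling, 117 miRNAs were raised and 6 lowered at D12, and 157 changed on any day. Of the 117, 31 were still rising from D4 to D12, 43 were level and 43 fell. The 6 lowered ones were level with or above D0 at D4, with 0 in each of the other patterns of decline. The median D12/D0 ratio of the 9 miRNAs the text names was 9.07. Among the 24 named miRNAs only miR-574-5p, which was not called, changed sides of 1, from a D12/D0 ratio of 1.21 without scaling to 0.366 with the 75th percentile and 0.700 with spike-in scaling. The cause of the changes below was not tested except where the setting itself removes miRNAs, probes or spots or changes a threshold.

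With the 75th percentile over the miRNAs detected on all 4 arrays, 44 were raised and 56 lowered, with 5 raised ones level and 2 falling, and 23 declining by D4 and further and 25 declining by D4 and then level, and the median of the 9 was 2.76. With the 90th percentile these numbers were 52 raised, 37 lowered, 11 level, 2 falling, 16 declining further, 9 then level, 12 level with D0 at D4, and a median of 3.91. Quantile normalization over all miRNAs gave 52, 39, 13, 2, 15, 11, 13 and 3.23 in that order. Spike-in scaling gave 69, 18, 17, 18, 4, 3, 11 and 5.27. The 75th percentile over all miRNAs was 0.1 on every array and so changed nothing. Averaged spot signals gave 21 level, 2 declining further and a median of 6.44. Quantile normalization over the miRNAs detected on all 4 arrays gave 38 raised, 35 lowered, 11 level, 1 falling, 16 declining further, 9 then level, 10 level with D0 at D4, 88 changed on any day and a median of 4.24.

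Division by the effective spot size gave 10 lowered, 20 raised and level, 2 declining further and a median of 7.17. The spots on the right-hand side gave 72 raised, 16 lowered, 14 level, 26 falling, 4 declining further, 1 then level, 11 level with D0 at D4 and a median of 5.52. Over the probes counted on both days 19 were still rising, and the median was 8.44. Normexp gave 47 raised, 3 lowered, 69 changed, 16 still rising, 24 level, 7 falling, 1 declining further, 2 level with D0 at D4 and a median of 3.00. Over the lowest and the highest single probe the median was 7.89 and 8.44. The share of raised among called miRNAs was 95.1% without scaling, 44.0% with the 75th percentile, 58.4% with the 90th, 57.1% with quantile normalization over all miRNAs, 79.3% with spike-in scaling, 52.1% with the added quantile setting and 81.8% with the right-hand spots.

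Without the filter on the median, 245 were raised, 10 lowered and 359 changed, and with the filter required on all 4 days 66, 3 and 89. Thresholds of 3 and its inverse left 75 raised and 0 lowered, and 1.5 and its inverse gave 11 lowered. With detection required at both D0 and D12, 102 were raised and 6 lowered, and beyond 2 technical errors 69 of these were raised and 3 lowered. With level defined as within 1.5-fold, 17 were still rising, 89 were level and 11 fell. The counts of detected miRNAs kept within 1.5 times under each of the 3 other rules of detection.

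The correlation of D12 and D16 was 0.983 over miRNAs detected on both days, 0.997 on the linear scale, 0.985 over all miRNAs with a floor, 0.984 over those detected on all 4 arrays, 0.985 over those selected for the clustering and 0.978 as a rank correlation. On log2 ratios to D0 it was 0.963, where simulated unchanged D12 and D16 arrays that share the D0 array gave a median of 0.577. The joins of the days were the same in every form of clustering that was run except that 2 of the 3 were shared with 1 minus the Pearson correlation.

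Normexp on mean spot signals was not run, because the files hold none. No paired analysis was possible because each day has 1 array and no result comes from a test. The share of spots well above background, 10.7% at D0, limits what can be seen at D0 in particular.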

Differences from the paper's values

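The setting of quantile normalization over the miRNAs detected on all 4 arrays, the effective spot size, the right-hand spots, the probes counted on both days, normexp on median signals, the D0 limit at 3 times the summed error, the median signal over the miRNAs detected on all 4 arrays and the comparison of 13 scalings with Tables 2 and 3 were tests chosen only after the result was seen.

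The number of miRNAs raised above 2-fold at D12 was 117, and the paper's is 41. Of the alternatives set before the data were examined, the 75th percentile over miRNAs detected on all 4 arrays (44), the 90th percentile (52) and quantile normalization over all miRNAs (52) gave a number within 1.5 times the paper's, and the others did not. Normexp on median signals (47) and quantile normalization over the miRNAs detected on all 4 arrays (38), both chosen after seeing the values, did so too. The number lowered below 0.5-fold was 6, and the paper's is 35. The 90th percentile (37) and quantile normalization over all miRNAs (39) came within 1.5 times of it, as did quantile normalization over the miRNAs detected on all 4 arrays (35), chosen after seeing the values, and the other alternatives did not. These comparisons are of counts alone. Of the raised miRNAs, 29 of the 44 and 26 of the 47 are in Table 2, as are 37 in each set of 52 and all 38. Of the lowered miRNAs, 27 of the 37, 29 of the 39 and 29 of the 35 are in Table 3. The median signal at D4 was 19.6 over detected miRNAs against the paper's 31.0, and over the miRNAs detected on all 4 arrays, a set chosen after seeing the values, it was 30.8. The correlation of D12 and D16 was 0.983 against the paper's 0.984. Over the miRNAs detected on all 4 arrays, set before the data were examined, it was 0.984, and the other alternatives differed from the paper's value.

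The ratios to D0 without scaling differed by more than 1.5-fold from the paper's for 40 of the 48 values compared. For miR-16-5p, 10.4 at D4 against the paper's 3.8, 10.6 at D12 against the paper's 4.9 and 6.89 at D16 against the paper's 4.5. miR-99a-5p had 25.3 at D4 against the paper's 9.8 and 57.8 at D12 against the paper's 30.4. The ratios of miR-125b-5p were 6.49 at D4 against the paper's 1.7, 9.07 at D12 against the paper's 3.3 and 6.21 at D16 against the paper's 3.4. With miR-34a-5p, the values were 7.42 at D4 against the paper's 2.9 and 5.69 at D12 against the paper's 2.7. For miR-130a-3p, 5.50 at D4 against the paper's 1.9, 9.30 at D12 against the paper's 4.2 and 6.94 at D16 against the paper's 4.5. miR-22-3p had 6.56 at D4 against the paper's 1.6, 6.61 at D12 against the paper's 2.5 and 5.21 at D16 against the paper's 2.7. The ratios of miR-30d-5p were 11.9 at D4 against the paper's 4.9 and 8.50 at D12 against the paper's 4.4. With miR-451a, the values were 47.1 at D4 against the paper's 14.1, 255 at D12 against the paper's 127.6 and 166 at D16 against the paper's 109.4. For miR-92a-3p, 5.07 at D4 against the paper's 2 and 5.40 at D12 against the paper's 2.5. miR-125a-5p had 6.66 at D4 against the paper's 2.7 and 3.98 at D12 against the paper's 2. The ratios of miR-3098-5p were 1.78 at D4 against the paper's 0.66 and 0.912 at D12 against the paper's 0.47. With miR-125a-3p, the values were 2.48 at D4 against the paper's 0.94 and 0.181 at D12 against the paper's 0.1. For miR-574-5p, 1.40 at D4 against the paper's 0.43, 1.21 at D12 against the paper's 0.48 and 0.783 at D16 against the paper's 0.46. miR-466m-5p had 1.01 at D4 against the paper's 0.31, 0.824 at D12 against the paper's 0.33 and 0.599 at D16 against the paper's 0.34. The ratios of miR-6769b-5p were 2.61 at D4 against the paper's 1 and 0.952 at D12 against the paper's 0.43. With miR-2137, the values were 3.12 at D4 against the paper's 1.09, 0.489 at D12 against the paper's 0.21 and 0.457 at D16 against the paper's 0.29.

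Under the 90th percentile and under quantile normalization over all miRNAs, both set before the data were examined, all of these 40 ratios came within 1.5-fold of the paper's, and under the 75th percentile over all miRNAs, which changes nothing, none did. Over all 228 ratios of Tables 2 and 3, 1 lay beyond 1.5-fold of the paper's under the 90th percentile and 20 under quantile normalization over all miRNAs, with a largest difference of 0.95 on the log2 scale. Spike-in scaling left 11 outside, which were the D4 ratios of miR-16-5p, miR-125b-5p, miR-130a-3p, miR-22-3p, miR-451a, miR-574-5p, miR-466m-5p and miR-2137, the D12 ratios of miR-125b-5p and miR-22-3p and the D16 ratio of miR-22-3p. The 75th percentile over miRNAs detected on all 4 arrays brought within 1.5-fold every differing ratio of miR-125b-5p, miR-130a-3p, miR-22-3p, miR-574-5p, miR-466m-5p and miR-2137, the D4 and D16 ratios of miR-451a, the D16 ratio of miR-16-5p and the D12 ratio of miR-6769b-5p, and no others, and it moved all 8 ratios that had been within 1.5-fold without scaling out of that range. Averaged spot signals did so for the D12 and D16 ratios of miR-16-5p, the D12 ratio of miR-99a-5p and both differing ratios of miR-34a-5p, miR-30d-5p and miR-125a-5p, and for no others, and moved 1 out.

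After the values were seen, 13 ways of scaling were set beside all 228 ratios of Tables 2 and 3. Quantile normalization of log2 signals over the miRNAs detected on all 4 arrays, chosen after seeing the values, came within 0.04 of every ratio on the log2 scale, with a median difference of 0.01, and its linear form within 0.13. Without scaling the median difference was 1.11. The paper's text does not name this step, and it was not used as the main treatment for that reason. Of the other settings added after the values were seen, the right-hand spots brought 25 of the 40 differing ratios within 1.5-fold and moved 2 of the 8 others out. Normexp brought in 11 and moved out 5, the probes counted on both days 4 and 1, and the effective spot size 1 and 0.

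The paper lists 35 miRNAs as lowered, and 6 of them were called lowered without scaling. The 75th percentile called 29 of the 35, quantile normalization over all miRNAs 29, the 90th percentile 27, spike-in scaling 16, the filterless setting 9 and averaged spots 7, and of the settings chosen after seeing the values, quantile normalization over the miRNAs detected on all 4 arrays called 29, the right-hand spots 14 and the effective spot size 8. Of the 41 listed as raised, 38 were called, and all 41 were called without the filter on the median. Without scaling the D4 signal was above D0 in 30 of the 35 lowered miRNAs, where the paper describes a decline or a level signal at D4. Among the 13 miRNAs described as on a plateau from D4, 11 fell from D4 to D12 beyond the tolerance for a level signal. With the 75th percentile 2 of the 35 were above D0 at D4, and with quantile normalization over all miRNAs 7.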

Other observations

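The tests of the effective spot size, of labelling and hybridization, of the probes of miR-125a-3p, of the red blood cell and serum lists, of the 2 adipogenesis lists and of the Sfmbt2 families were chosen only after the result was seen, since the ratios of the miRNAs in Tables 2 and 3 were known when they were set up.

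Without scaling, the median log2 D12/D0 over the miRNAs detected on all 4 arrays was 1.00. The effective spot size differs between the arrays by the software's own estimate, and with it divided out the median was 0.66, so it is not the whole of the shift. On the spots of the right-hand side, where the D0 array was brighter, the median of the spot signals was 0.31, against 0.59 over all spots, so the gradient on the D0 array is not the whole of it either. The log2 D12/D0 of the 4 spike-in RNAs ranged from 0.61 to 0.92 with an SD of 0.13, and after scaling by them the median was 0.21. The median of the miRNAs at D12 lay above the highest spike-in RNA by 0.08, less than that SD, so for D12 a lower labelling and hybridization of the D0 array cannot be told apart from a true rise because 4 RNAs on an uneven array fix it no better. At D4 the median of 1.37 lay 0.38 above the highest spike-in RNA, with an SD of 0.12, and it was 0.50 after scaling by them, so lower labelling and hybridization are not the whole of the shift at D4. At D16 the median of 0.41 lay within the range of the spike-in RNAs, 0.18 to 0.45, as a lower labelling and hybridization would give, and it was 0.057 after scaling by them. The coefficient of variation of the spike-in spots was 26.3% at D0 and 3.64% at D12. A larger amount of miRNA per exosome protein after D0, which the days of the design offer as the biological explanation, stays open and was not tested.

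The size of the fall of miR-125a-3p, the miRNA with the lowest D12/D0 ratio of Table 3, may come in part from the probes that were summed. Without scaling, its D12/D0 ratio was 0.181 in the total signal, made of 4 probes at D0 and 1 at D12. Its log2 value was -0.52 over the probe counted on both days, which is no longer below 0.5-fold. Each of the 4 probes was dimmer at D12 than at D0, so a fall is not excluded. The ratio was 0.501 with averaged spot signals, 0.395 on the right-hand spots and 0.854 with normexp. Among the 283 miRNAs detected on all 4 arrays, 62 had different probes at D0 and D12, and over the shared probes the ratio was smaller in 51 and larger in 11, with a median change of -0.53 on the log2 scale. No raised miRNA that was detected at D0 fell below 2-fold over the shared probes, but 1 of the 6 lowered miRNAs, miR-7005-5p, was no longer below 0.5-fold, with a D12/D0 ratio of 0.607.

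The rise of miR-451a, from 9.40 at D0 to 2400 at D12, was the largest of all, and the lowest ratio in any setting was 53.7, with normexp. RNA of red blood cells or serum left in the culture medium could be a source. The red blood cell list had 5 members on the array, of which miR-451a, miR-144-3p, miR-486a-5p and miR-144-5p were detected at D12, with signals of 2400, 107, 17.6 and 4.23. The serum, liver and leukocyte list had 8, of which 6 were detected at D12 and 0 at D0. At their lower bounds these 9 other members had a median D12/D0 of 1.76, at the 79.92 percentile of random lists, below the 95th percentile that was asked for, and so RNA from the medium cannot be told apart from release by the cells, because none of the 9 was detected at D0. With the lowest detected D0 signal as the floor the percentile was 99.9. None of the 7 miRNAs of striated muscle was detected on any array.

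The list described as rising in adipogenesis had 18 miRNAs, of which 17 were detected at D12 and 6 at both D0 and D12. The median D12/D0 of these 6 was 17.0, a log2 value 3.15 above the median of all 297 miRNAs and at the 100 percentile of random lists, and all 6 are in Table 2. The lists were written without the array values but after the paper's tables had been read, so this test could hardly have come out otherwise. A change of the miRNA content during adipogenesis therefore cannot be told apart from the choice of the members for that list, because no member outside Table 2 was detected on both days. The list described as falling had 3 members detected on both days, with a median D12/D0 of 3.83, at the 70.02 percentile of random lists. No fall from D0 to D12 was seen in these 3. Without scaling their lowest log2 D12/D0 was 1.78, and all 3 lay above the median of all 297 miRNAs. Whether that list differs from random lists is not decided, because 3 members are few and their median lies inside them. Members of it not detected at D0 could not enter this ratio. Of those, miR-155-5p went from 33.9 at D4 to undetected at D12. In the same days miR-31-5p went from 18.3 to 4.36 and miR-222-3p from 3.96 to undetected, while miR-27b-3p was at 4.01 and 4.18. The let-7 family had 8 members detected on both days, with a median of 8.21 at the 99.9 percentile, and 7 of its members are in Table 2. Its members may be read by each other's probes, since their sequences are near-identical and the files hold no probe sequences. The lowest log2 D12/D0 of these 8 was 2.19 without scaling and 0.47 with the 75th percentile, and it stayed above 0 in every setting that was run.

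In the families of the Sfmbt2 cluster, 19 miRNAs of the 3p arm had a median log2 D12/D0 of 2.01, at the 99.0 percentile of random lists, and 10 of the 5p arm had -0.12, at the 0.39 percentile. The 7 with no arm in their name had 1.29, at the 66.4 percentile. The difference between the arms was 2.13. With normexp, which narrowed it most, the medians were 0.97 and -0.13, and the 3p median stayed above 0 and the 5p median below 0 in each setting that was run. The SD within an arm was 0.48 for 3p and 0.16 for 5p. Within 3p the log2 D12/D0 ran from 1.20 to 2.84, and within 5p from -0.31 to 0.11. No spread of other miRNAs was set beside these, so whether it is small was not tested. Probes that read near-identical members would give similar values within an arm, but so would a shared change of 1 cluster. The 2 cannot be told apart because the files hold no probe sequences.

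Neighbouring miRNA genes, within 10 kb of each other in GRCm38.p6, gave 17 pairs of detected miRNAs. Their median absolute difference in log2 D12/D0 was 0.83, against 0.99 for random pairs, at the 30.74 percentile. Shared precursor transcripts therefore cannot be told apart from chance, because the pairs are few and the value lies inside the random pairs.

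The paper measured 9 miRNAs in exosomes by qPCR in experiments that were not analysed here. On the arrays, without scaling, the D12/D0 ratio was 10.6 for miR-16-5p, 57.8 for miR-99a-5p, 9.07 for miR-125b-5p, 5.69 for miR-34a-5p, 9.30 for miR-130a-3p, 4.09 for miR-214-3p, 6.61 for miR-22-3p, 8.50 for miR-30d-5p and 255 for miR-451a. miR-214-3p is not in Table 2. Its signal was 23.5 at D0, 185 at D4, 96.1 at D12 and 52.8 at D16, and its D12/D0 ratio was 2.37 with spike-in scaling and 1.24 with the 75th percentile.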
